A study of Homo sapiens with 4 samples. Its data were reported in "Loss of NECTIN1 triggers melanoma dissemination upon local IGF1 depletion" (2022).

How the data were processed

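RNA sequencing of 4 A375 lines was analysed. Per the labels, total RNA was depleted of ribosomal RNA, libraries were made with a kit for Illumina sequencing, and paired reads of 100 bp were sequenced. Cells were grown in medium with 10% serum to about 60% confluence, rinsed, and kept without serum for 12 hours. Each library was assigned to its group by its title, which also gives the knockout number used as the replicate number. All 4 libraries belong to 1 group. Wild-type libraries and libraries with serum were not analysed here, so no contrast between groups was fitted.

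The deposited files hold raw read counts per Ensembl gene, 1 file per library, as written by htseq-count, with no normalisation by the authors. Their names give GRCh38 as the genome. The study's methods describe another aligner, genome build and quantification for its RNA sequencing, with longer reads than the labels give. Which steps made these counts is therefore uncertain, and the strand option of the counting is not stated. Antisense and overlapping genes may be mixed for this reason, and reads shared by near-identical genes are excluded from gene counts. The deposited summary rows give reads that were ambiguous between genes and reads that aligned to several places. The rows for reads outside genes, of low quality or not aligned hold 0 in every library, so the share of reads outside genes is unknown. Of 58051 gene rows, 55604 were matched to a symbol and 39349 to a position in GRCh38.p14, by symbol. Of the 16404 expressed genes, 14855 (90.6%) had a position. Merged exon lengths and GC content came from a GENCODE annotation on GRCh37 through the same gene identifiers, for 16196 expressed genes.

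Depth ranged from 35637822 to 89701835 assigned counts per library. Shares of single libraries are given with 95% Wilson intervals, and the smallest share that the depth can show is 3 counts of the total. Counts were scaled by TMM (edgeR 4.0.16 in R 4.3.3) and given as CPM, counts scaled to a common effective library size. Log2 values are log2(CPM + 1), which understates differences of low genes. Expressed genes had at least 10 counts in every library. Other steps used Python 3.11.15, NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1. DESeq2 1.42.0 gave alternative size factors and an alternative dispersion.

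Duplicate libraries were checked by a chi-square statistic on each pair, over genes with at least 20 counts in the pair. Differences between libraries were tested per gene by chi-square on the 4 counts with Benjamini-Hochberg adjustment. The common dispersion came from edgeR with an intercept only. A gene was set apart in a library when it lay at least 2-fold above or below every other library. The adhesion list was compared with 10000 lists drawn for each gene from the 200 genes nearest in mean expression. Ratios within a library used 0.5 added counts and an exact sign-flip permutation test. Regions were blocks of about 100 consecutive expressed genes, tested with 10000 random gene sets. The chromosome 11 test shuffled genes over positions 10000 times. The genes named are NECTIN1, a list of 58 genes from pathways of the study, and the 10 protein-coding genes with the widest range among those with a mean of at least 100 counts. Groups, designs, the named-gene rule and the alternatives were fixed before the data were examined, except for the use of longest-transcript lengths and the test of the non-adhesion genes of the list alone, which were chosen after seeing the data.

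Alternatives were total-count and DESeq2 scaling, stricter or no count filters, pseudocounts of 0.1 and 5, blocks of 50 genes, 5 added counts, no length correction, and leaving out each library in turn. Values far from the other libraries were sought with Dixon's ratio of the gap to the range, which finds about 5% of groups by chance.

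The code was tested on simulated data with the libraries' sizes and 16404 genes. Of 200 genes raised 3-fold, 100% were called by the chi-square test and 99% were set apart, and 11 unchanged genes were called. In this part counts were drawn with counting noise alone, and the raised genes had at least 50 expected counts in every library. The common biological coefficient of variation of the real libraries was 0.295, so these rates do not carry over to them. The permutation p of a random list was 0.241, and that of a list with added spread was 1e-04, the smallest that the permutations can give. The biological coefficient of variation came back as 0.100 and 0.298 for simulated values of 0.1 and 0.3. With no region shifted, 0 pairs were called after adjustment, and 32 had an unadjusted permutation p under 0.05. The regional test did not recover 1 region shifted alone by 0.4: its adjusted permutation p was 0.0556, the lowest that 10000 sets allow for a single region among the pairs tested. An isolated region therefore cannot be called. The number of sets was left as planned, and the simulation was repeated with more regions. Of 5 regions shifted by 0.4, 5 were called, with a mean measured deviation of 0.31. Another 3 pairs were called in those regions in other libraries, and 1 pair in a region with no shift. The distal chromosome 11 test returned -0.24 for a simulated -0.4. Regional deviations are thus understated.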

Results

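RNA was sequenced from 4 lines of A375 cells, an established human melanoma cell line. Each line was grown from a single cell and carried the label NECTIN1 knockout. NECTIN1 encodes nectin-1, a cell-cell adhesion protein of adherens junctions. The cells were kept for 12 hours in medium without fetal bovine serum before RNA extraction. The lines form a single group, with 1 library per line, and the libraries are called KO1, KO2, KO3 and KO4 after their labels. The study also describes wild-type lines; these were not analysed here. The values below therefore describe the knockout lines and the spread between them, and no change caused by the knockout was measured. The counts assigned to genes totalled 35637822 in the library labelled KO1, 45930083 in KO2, 39874204 in KO3 and 89701835 in KO4.

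No pair of libraries agreed within sampling noise. The chi-square statistic per degree of freedom over genes ranged from 61.7 for the library labelled KO1 and KO4 to 203 for KO2 and KO4. All 4 libraries were therefore counted as separate replicates. Pearson's r of log2 expression across genes ranged from 0.969 for KO2 and KO4 to 0.986 for the library labelled KO1 and KO4. Genes are not independent replicates, so these coefficients carry no p-value.

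The targeted gene was examined first. NECTIN1 (ENSG00000110400) lies on chromosome 11 from 119638098 to 119729200 in GRCh38.p14. It had 12587 counts in the library labelled KO1, 337 in KO2, 1241 in KO3 and 2081 in KO4. As CPM of assigned counts, before TMM scaling, this was 353 in the library labelled KO1 (95% Wilson interval 347 to 359), 7.34 in KO2 (6.59 to 8.16), 31.1 in KO3 (29.4 to 32.9) and 23.2 in KO4 (22.2 to 24.2). Intervals and floors cover counting error only, since reads without molecular identifiers are not independent molecules. The mean was 107 ± 174 TMM-normalised CPM (SD, n = 4). Without replicate 1 the mean was 20.7 CPM, the lowest value of any alternative. The library labelled KO1 held 12.2 times the NECTIN1 level of the highest other library, and 52.2 times that of KO2. Its level exceeded that of 97.4% of expressed genes, against 34.7% for KO2. Across the 4 libraries NECTIN1 had the second widest range of all expressed genes, 5.52 on the log2 scale. A frameshift can leave transcripts in place, so the transcript count alone does not test whether the protein was lost. For its knockout lines the study reported frameshift changes by deep sequencing and no NECTIN1 protein on western blots. Neither was examined here. The study also described NECTIN1 transcripts as reduced in its knockout lines relative to wild-type lines. The level relative to wild-type lines was not measured here, so that description could not be compared with the level in the library labelled KO1.

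**Figure D1:**
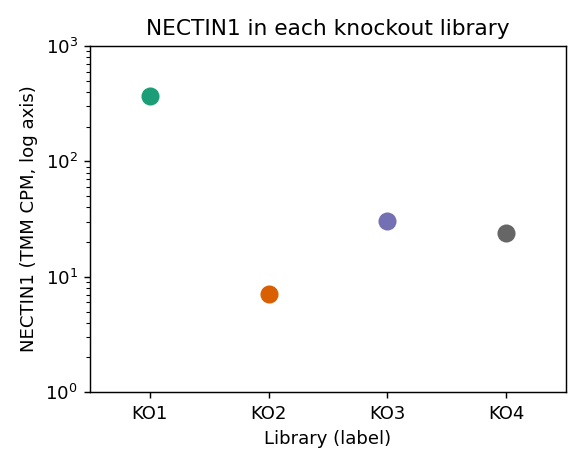
NECTIN1 level in each of the 4 libraries, in TMM-normalised CPM on a log axis; each point is 1 library. The library labelled KO1 stands at 367 CPM, and the others lie between 7.04 and 30.2 CPM.

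The next question was how far the lines differed from each other. There were 16404 genes with at least 10 counts in every library. Of these, 14626 (89.2%) differed between the libraries beyond counting noise (chi-square test, Benjamini-Hochberg adjusted p under 0.05). This test compares libraries and not conditions. With 1 library per line, it cannot separate differences between lines from differences in library preparation. Without a filter on low counts the number was 19416 of 32917 genes. The size of the differences was smaller than this share alone conveys. There were 372 genes with a range of at least 4-fold on the log2(CPM + 1) scale. That number depended on the pseudocount, and it was 812 with a pseudocount of 0.1. The common biological coefficient of variation from edgeR was 0.295.

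The genes that each library set apart, at least 2-fold above or below every other library, were then counted. KO2 set apart 174 genes, 87 above and 87 below. KO4 set apart 144 genes, 73 above and 71 below. The library labelled KO1 set apart 115 genes, 59 above and 56 below. KO3 set apart 72 genes, 58 above and 14 below. With 1 library per line these numbers have no replicate check, and their order changed when a library was left out. The alternative that moved them most, as a ratio, was leaving out another library, which gave 357 genes for KO3 without replicate 2.

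**Figure D2:**
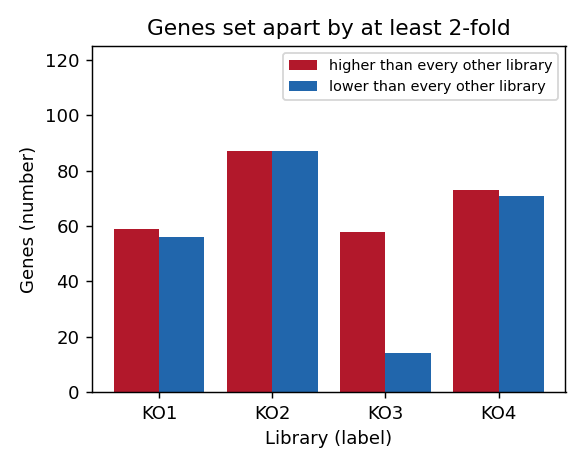
Number of genes that each library sets apart by at least 2-fold from every other library, with genes above and genes below as separate bars. KO2 has the most genes (87 above and 87 below), and KO3 has few below (14).

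Among protein-coding genes with a mean of at least 100 counts, the 10 with the widest range were TMPRSS15, NECTIN1, MMP1, MISP, GDA, PCSK1, IGFBP5, BARX1, DRD2 and NGFR. TMPRSS15 (ENSG00000154646, chromosome 21, 18269116 to 18485884) was at 67.03 CPM in KO4 and 0.334 CPM in KO2. MMP1 (ENSG00000196611, chromosome 11, 102789919 to 102798160), a collagenase gene, was at 66.7 CPM in KO3 and 0.726 CPM in KO4. GDA (ENSG00000119125, chromosome 9, 72114608 to 72259869) was at 234 CPM in the library labelled KO1 and 5.28 CPM in KO2. NGFR (ENSG00000064300, chromosome 17, 49495293 to 49515008) was at 466 CPM in KO4 and 20.4 CPM in KO2. The ranges of the 10 genes ran from 4.45 to 5.67 on the log2 scale.

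Because the study concerns adhesion, a list of nectin, adherens junction, integrin and matrix genes was tested for its spread between lines. The list was fixed before the data were examined. The study reached its adhesion theme in part from RNA sequencing of its knockout lines after serum depletion. The list may therefore not be independent of these libraries. Its 37 expressed genes had a median SD of 0.32 on the log2 scale. Random lists matched on mean expression had a median of 0.21. The spread of the adhesion list was larger (permutation test, 10000 lists, one-sided p = 0.0005). The list includes NECTIN1. The 14 expressed FAK and SRC, IGF, differentiation and proliferation genes, tested alone after the data were seen, also had a median SD of 0.32, against 0.19 in random lists (one-sided permutation p = 0.0051). Among the alternatives that kept to the adhesion list the p-value was largest, 0.0043, without replicate 2. Its members did not vary alike. ITGB1 was at 372 ± 15.9 CPM (SD, n = 4) and CTNNA1, which encodes α-catenin, at 590 ± 16.8 CPM. By contrast ITGB4 was at 80.8 ± 60.6 CPM, ITGB3 at 76.5 ± 42.1 CPM and FN1, which encodes fibronectin, at 250 ± 152 CPM. ITGB4 ranged from 15.2 CPM in KO2 to 136 CPM in KO4.

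The relative order of integrins, cadherins and matrix genes was then compared within each library, per kilobase of merged exons. A positive log2 ratio means that the first gene was higher. ITGB1 exceeded ITGB3 by 1.37 ± 0.90 (log2, SD, n = 4) and ITGB4 by 1.56 ± 1.49, in 4 of 4 libraries each. The ratio of ITGB1 to ITGB5 was -0.47 ± 0.39 and was above 0 in 1 of 4 libraries. Its direction depended on the length used, since it was 0.69 with no length correction. CDH2, which encodes N-cadherin, exceeded CDH1 by 11.24 ± 1.82 in 4 of 4 libraries. CDH1 had 2, 1, 0 and 18 counts in the libraries labelled KO1, KO2, KO3 and KO4. Of these, 3 lie at or under the floor of 3 counts, so the size of this ratio rests on the 0.5 counts added. FN1 exceeded COL1A1, which encodes a chain of collagen I, by 4.62 ± 1.31 in 4 of 4 libraries. An exact sign-flip permutation test of 4 libraries cannot give a two-sided p below 0.13. The exact test gave p = 0.13 for 4 of the 5 ratios and p = 0.25 for ITGB1 over ITGB5 (Benjamini-Hochberg adjusted, 0.156 and 0.25). No ratio reached 0.05, and none could.

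**Figure D3:**
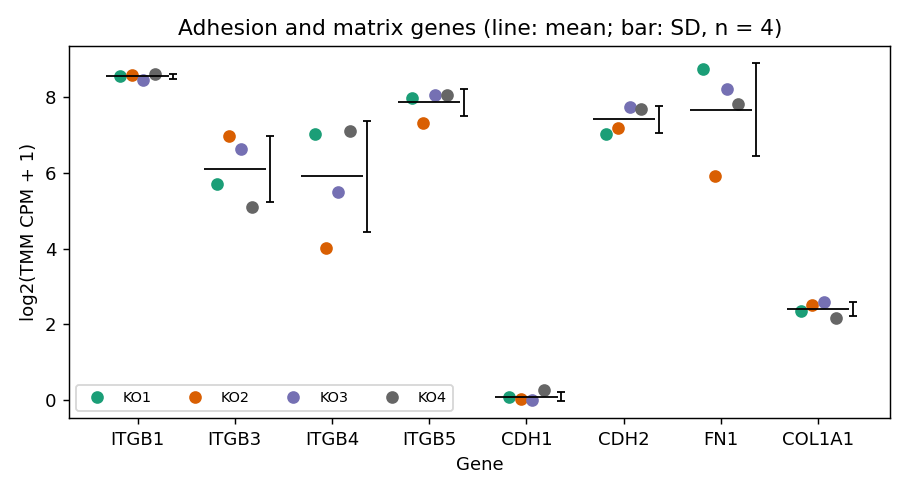
Levels of 8 adhesion and matrix genes as log2(TMM CPM + 1); each point is 1 library, the horizontal line is the mean and the bar is the SD (n = 4). ITGB1 is nearly level across libraries (SD 0.06), while ITGB4 (SD 1.46) and FN1 (SD 1.23) are spread widely and are lowest in KO2.

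Laminin genes were expressed at very different levels. LAMC1 was at 727 ± 86.5 CPM, LAMB1 at 672 ± 152 CPM and LAMA4 at 185 ± 92.0 CPM (SD, n = 4). These values are not corrected for gene length. Per kilobase of merged exons LAMC1 was at 86.0 ± 10.2 CPM, LAMB1 at 36.1 ± 8.16 and LAMA4 at 15.4 ± 7.68. LAMB4 had at most 7 counts in any library. In the IGF pathway, the receptor gene IGF1R was at 358 ± 76.7 CPM. IGF1 itself had 0, 0, 1 and 2 counts, at or under the floor in all 4 libraries. The floor of 3 counts corresponds to 0.0842 CPM of assigned counts in the library labelled KO1 and to 0.0334 in KO4. IGF1 transcripts were thus not detectable at this depth. Of genes tied to differentiation state, AXL was at 636 ± 369 CPM and MITF at 33.1 ± 12.1 CPM. SOX10 had 0 counts in all 4 libraries.

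Single-cell lines of a tumour cell line can differ by chromosome segments, so neighbouring genes were examined together. Of the 14855 expressed genes with a position, 14854 were divided into 139 regions of about 100 consecutive genes. Each library's median deviation from the mean of the others was compared with random gene sets. Of 556 library-region pairs, 241 were shifted (permutation test, 10000 sets, Benjamini-Hochberg adjusted p under 0.05). They fell in 103 distinct regions on 22 chromosomes. A shift in 1 library also moves the other libraries the opposite way, so the number of pairs overstates the number of events. KO2 deviated most in 46 of the 103 regions, KO4 in 25, the library labelled KO1 in 20 and KO3 in 12. The chromosomes named next were chosen after their values were seen. In KO2 all 7 regions of chromosome 7 and all 10 regions of chromosome 19 were lower. So were 7 of the 8 regions of chromosome 3, with a median over that chromosome's regions of -0.45 on the log2 scale. In KO4 both regions of chromosome 18 (109065 to 80247514) were higher, with a median of 0.58. In KO3 the regions of chromosome 16 from 58665109 to 72821654 and from 72782885 to 90222680 were lower, at -0.37 and -0.40. As a count, the number of pairs moved most without replicate 2, to 133, with fewer pairs tested. With blocks of 50 genes it was 326, over 288 regions in place of 139. These counts come from different numbers of pairs tested and cannot be compared directly.

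**Figure D4:**
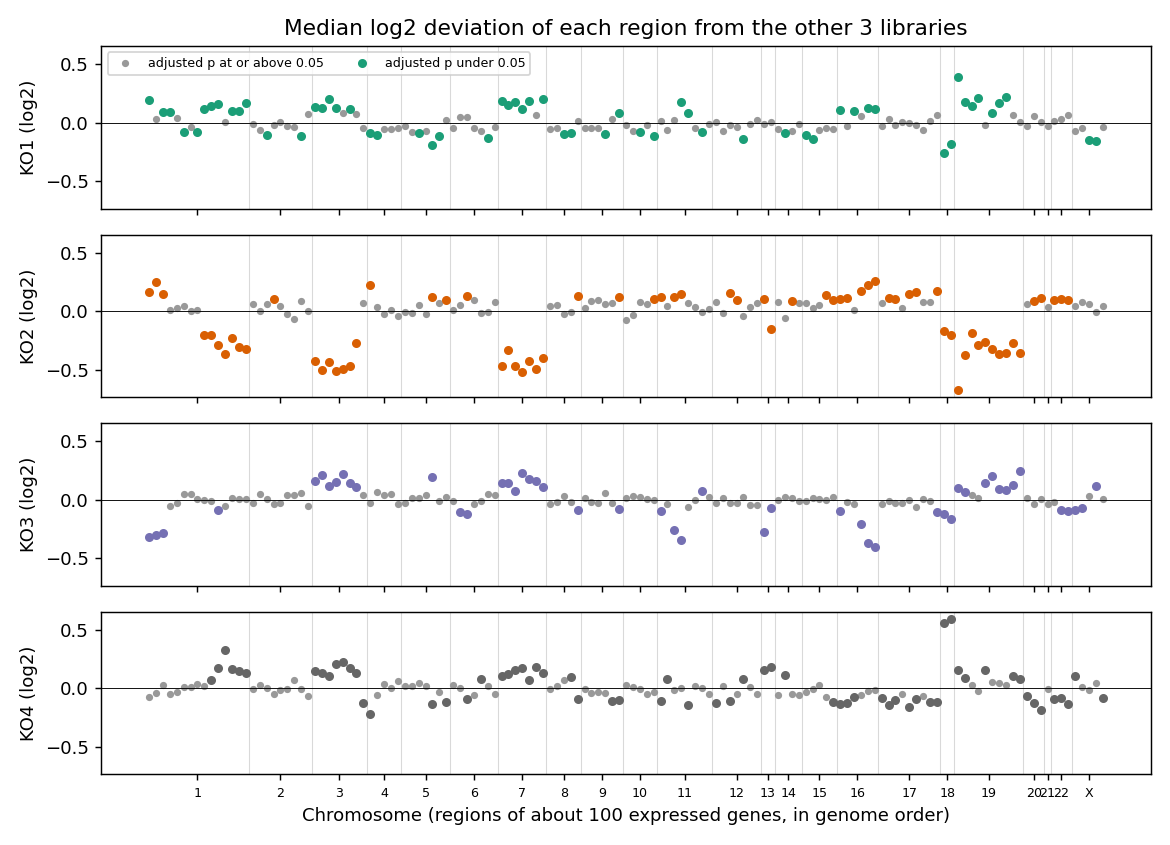
Median log2 deviation of each region of about 100 expressed genes from the mean of the other 3 libraries, in genome order, with 1 panel per library; coloured points have an adjusted p under 0.05. KO2 is low along chromosomes 3, 7 and 19, with its lowest region at -0.67 on chromosome 19, and KO4 is high on chromosome 18.

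A cut in NECTIN1 can remove the chromosome arm beyond it, so genes distal to NECTIN1 on chromosome 11 were compared with the genes proximal to it. The comparison used 73 distal and 739 proximal genes. The largest difference was 0.15 on the log2 scale, in KO3, with the distal genes higher (permutation test of the largest difference over the 4 libraries, 10000 shuffles, two-sided p = 0.0011). Taken singly, without adjustment over the libraries, the permutation p was 0.0004 in KO3. The shuffles treat genes as independent, but neighbouring genes moved together in these libraries. The permutation p-values of this comparison are therefore likely too small. The distal genes were lower in KO2, at -0.07 (permutation p = 0.028), measured against a mean that includes KO3. Without replicate 3 the value in KO2 was -0.02 (permutation p = 0.639), and its p was also above 0.05 without replicate 1 and without replicate 4. The difference was -0.02 in the library labelled KO1 (permutation p = 0.640) and -0.04 in KO4 (permutation p = 0.379). In KO3 the proximal regions from 35132650 to 61353426 and from 61348745 to 65354262 were lower by the regional test, at -0.26 and -0.35. The last region of the chromosome was at 0.03 in KO3 and was not shifted (adjusted permutation p = 0.474). The difference in KO3 thus lay more in lower proximal regions than in raised distal genes. A loss shared by all 4 lines would not be visible in this comparison.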

Values the study reported

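The study reported 156 differentially regulated genes between NECTIN1-knockout and wild-type A375 cells after serum depletion.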

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

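The tests of the regions around ITGB5 and COL4A1, and the tests of scaling and of a mislabelled library for NECTIN1, were chosen after the result was seen. A value was picked out here when 1 library lay far from the other 3 by Dixon's gap criterion. This held for 11 of 77 measures, and chance gives about 3.85. Of the 11, 5 are genes chosen for a wide range, which favours such gaps. On the log2 scale these 5 genes (NECTIN1, TMPRSS15, MMP1, IGFBP5 and DRD2) no longer passed, while ITGB5, COL4A1, LAMB4 and IGF2 did. The remaining measures are shares of reads.

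NECTIN1 was at 367 CPM in the library labelled KO1, against 7.04 to 30.2 CPM in the others. Scaling was tested first: the excess over the highest other library was at least 11.3-fold under each of 3 scalings. Genes that overlap NECTIN1 on the opposite strand held 0.127% as many counts as NECTIN1 in that library. The reads assigned to those genes were thus few. Any of their reads counted as NECTIN1 would not appear in this share, so the share alone does not exclude them. The 20 nearest expressed genes had a median deviation of -0.11 on the log2 scale, against 4.32 for NECTIN1, so the change was not shared by the neighbourhood. A mislabelled library could not be excluded. The library labelled KO1 had a mean Pearson r of 0.980 with the others across genes, within the range of the other libraries, but with no wild-type library analysed here neither outcome would decide it. The pattern therefore cannot be told apart from a mislabelled library, and it bears on every value that includes the library labelled KO1.

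The other genes with 1 library far from the rest were as follows. TMPRSS15 was at 67.03 CPM in KO4, against 0.334 to 6.25 in the others. MMP1 was at 66.7 CPM in KO3, against 0.726 to 6.10. IGFBP5 was at 93.0 CPM in KO3, against 1.74 to 11.6. DRD2 was at 144 CPM in KO3, against 4.29 to 8.64. LAMB4 was at 0.170 CPM in KO3, against 0.0209 to 0.0346, and IGF2 at 0.605 CPM in KO2, against 0 to 0.0115. LAMB4 rests on 7 counts and IGF2 on 29, with the other libraries at or under the floor. Scaling was tested on the 9 genes, NECTIN1 included: at least 7 still passed under total-count and DESeq2 scaling. No biological explanation was tested for these genes, since the design gives a single group.

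ITGB5 was at 159 CPM in KO2, against 250 to 266 CPM in the others. Its deviation in KO2 was -0.71 on the log2 scale. The region that holds it, on chromosome 3 from 98795941 to 124901418, had a median deviation of -0.49 in KO2. A regional change is thus a candidate explanation for most of the lower ITGB5 level. COL4A1 was at 155 CPM in KO2, against 231 to 240 CPM. Its deviation was -0.60, and that of its region on chromosome 13 was -0.15, which leaves a regional change open. The adjacent gene COL4A2 was also lowest in KO2, at 405 CPM against 583 to 637 CPM. The drop was thus not limited to COL4A1.

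KO2 also had the highest share of ambiguous reads, 11.5% of all reads listed, against 10.4% to 10.6%. Its most abundant gene row (ENSG00000274012, named after its value was seen) took 1.76% of assigned counts, against 1.07% to 1.17%. The cause was not tested for either share.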

How the results depend on the processing

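The number of genes expressed, the number differing beyond counting noise, the adhesion list's spread, and the ratios of ITGB1 to ITGB4, CDH2 to CDH1 and FN1 to COL1A1 stayed within the limits set for all their alternatives. Those limits were 1.5 times for a count, 1 SD for a value, and the same side of 0.05 for a test. Leaving out a library cannot move a mean by as much as 1 SD. For the ratios, those fits therefore could not pass the limit and do not show stability. The adhesion list's one-sided permutation p ranged from 0.0002 to 0.0043. With all sets of the gene list (51 genes) it was 1e-04, the smallest possible, and with the 14 genes of the other sets alone, an alternative chosen after seeing the data, 0.0051. The mean NECTIN1 level also stayed within 1 SD, but that SD is set by the library labelled KO1, and the mean ranged from 20.7 to 138 CPM across the fits that each left out one replicate. No paired analysis was possible because there is a single group.

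The pseudocount changed the counts that use a fold threshold. With 0.1 in place of 1, 812 genes had a 4-fold range, and 221, 377, 162 and 299 genes were set apart in the libraries labelled KO1, KO2, KO3 and KO4. With 5, the numbers were 119, and 34, 70, 27 and 51. A higher pseudocount shrinks the folds of low genes. The order of the libraries was KO2, KO4, KO1, KO3 under each of these settings. With at least 50 counts in every library, KO3 set apart 41 genes.

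Leaving out one replicate gave from 216 to 302 genes with a 4-fold range. It gave from 151 to 436 genes set apart in the library labelled KO1, from 253 to 659 in KO2, from 103 to 357 in KO3 and from 189 to 557 in KO4. Fewer libraries to differ from raise these counts by construction. The order of the libraries did not hold in these fits. Without replicate 1, KO4 set apart 557 genes and KO2 253. Without replicate 4, the library labelled KO1 set apart 436 and KO2 273. Without replicate 2, KO3 set apart the most, 357. The shifted library-region pairs ranged from 133 to 203 in such fits, with fewer pairs tested. Total-count scaling moved KO2 from 50% to 60.2% of its genes set apart lying above the others, 103 above and 68 below, and 155 genes were shared with the 174 under TMM.

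The common biological coefficient of variation was 0.254 with at least 50 counts, 0.396 with no filter and 0.175 as the median gene-wise value from DESeq2. It ranged from 0.275 to 0.315 across the fits that each left out one replicate. The DESeq2 value is a median over genes and not a common value, so it measures another quantity.

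The ratio of ITGB1 to ITGB5 changed sign. It was 0.69 with no length correction and 0.35 per kilobase of the longest transcript, an alternative chosen after seeing the data. The ratio of ITGB1 to ITGB3 was 2.47 and 2.55 under the same settings. Which gene is higher for ITGB1 and ITGB5 thus depends on the length assigned to each gene.

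The distal chromosome 11 difference ranged from 0.020 to 0.15 across the fits that each left out one replicate. The value of 0.020 (permutation p = 0.934) came without replicate 3, the library that gave the main value. The permutation p ranged from 0.0012 to 0.934 over the alternatives. For the 10 genes with the widest range, 6 of 80 alternative values moved by more than 1 SD, in 6 genes.

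Depth limits low genes. The floor of 3 counts was 0.0842 CPM of assigned counts in the library labelled KO1 and 0.0334 in KO4, so the libraries at or under it for CDH1, IGF1, IGF2, LAMB4 and ITGB6 cannot be ranked.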

Other observations

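The tests below were chosen before their results were seen, except the ratio for KO2 alone, the counts of pairs shifted again and the sizes of the GC and length trends, which were added afterwards.

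The lines differed in how many genes they set apart, from 72 in KO3 to 174 in KO2. Depth was tested by thinning each library to the total of the library labelled KO1, and KO2 then set apart 174 genes. After trends over GC content and gene length were removed, KO2 set apart 176 genes, against 172 before among the genes with these values. The largest trend removed in KO2 was 0.17 on the log2 scale, too small to move many genes across a 2-fold limit. The criterion written beforehand would have counted the unmoved number against GC content and length, but it was set aside after the result was seen. Over all 4 libraries the numbers after removal were 106, 176, 75 and 145 in KO1, KO2, KO3 and KO4. Before removal they were 111, 172, 72 and 143, in the same order of libraries. These values argue against the trends removed as the cause of the differing numbers. Other effects of GC content or length were not tested and remain open. Copy number of chromosome regions was tested as well. Over the 4 libraries, genes set apart lay in their own library's shifted regions 1.04 times as often as chance gives. In KO2 alone the ratio was 1.12, with 93 of 168 genes in such regions. The criterion written beforehand would have counted ratios under 1.5 against copy number. It was set aside after the result was seen, because the shifted regions of KO2 held 49.6% of genes and directions were not matched. Copy number therefore remains open. The order of the libraries also changed when a library was left out. No biological explanation was tested.

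Runs of neighbouring genes moved together in single libraries, along whole chromosomes in some cases. After trends over GC content and gene length were removed, 199 library-region pairs were shifted, against 241 before, and 172 of the 241 were shifted again in the same direction, matched by the midpoint of the region. After thinning, 232 were shifted, and 220 of the 241 again. Within the shifted regions a median of 70.6% of genes moved the way of their region. The criterion written beforehand would have read this share as excluding a few strongly changed genes. That reading was dropped after the share was seen, because picking regions by their median raises it in advance. The share therefore does not exclude that part of the genes carry the shift. Gains or losses of chromosomes or their parts in single lines are a candidate explanation, among them chromosomes 3, 7 and 19 and part of 1 in KO2, 18 in KO4 and parts of 1, 13 and 16 in KO3. DNA copy number was not analysed here, and the hypothesis was found and tested on the same data.

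KO2 was low on chromosome 1 from 115048011 to 248930191. All 7 of its regions there were lower. KO4 was shifted higher in 6 regions of the chromosome, all of them in this stretch. The library labelled KO1 was also higher in most of these regions, and a drop in KO2 raises the other libraries by construction. From 162630863 to 184097485, however, KO4 was at 0.33 and KO2 at -0.37, with the library labelled KO1 at 0.01 and KO3 at -0.05. In the 3 regions at the other end of the chromosome, from 14362 to 28578545, KO3 moved most, at -0.32, -0.30 and -0.28. KO2 was higher there, at 0.17, 0.25 and 0.14, and a drop in KO3 raises the deviation of the other libraries by construction. On chromosome 13 KO3 was at -0.27 from 18946755 to 50528643.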
